A study of Homo sapiens with 8 samples.

How the data were processed

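Single-nucleus RNA sequencing measured nuclear RNA in 8 samples of post-mortem human brain, 4 labelled vascular dementia (VaD) and 4 labelled control. Per the labels' protocols, the tissue was opened in a dounce homogeniser, nuclei were cleaned by spinning through sucrose, and 10x Genomics 3' version 3 libraries were made. The deposited matrices hold whole-number counts of unique molecular identifiers (UMIs) per gene and barcode, made with Cell Ranger 7.0.0 per the file headers and on genome build GRCh38 per the submitters' processing notes. A UMI tags 1 captured RNA molecule, so PCR copies are counted once. Each matrix lists 36601 genes, and 34616 of their IDs were found in GENCODE release 29, from which the coordinates come (GRCh38, counted from 1). Whether reads from introns were counted is not given in the sources used here. Nuclei hold unspliced and nuclear RNA above all, so levels do not stand for cytoplasmic messenger RNA, and mitochondrial RNA comes from material carried along.

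The matrices held 36356 barcodes, from 2023 to 6691 per sample, and 282737722 UMIs, from 11765721 to 54322972 per sample. Nuclei with at least 500 genes and at most 5% mitochondrial UMIs were kept, which removed 727 and 472 barcodes. Scrublet scores were computed within each sample, and the highest-scoring nuclei at a rate of 0.8% per 1000 nuclei were removed as doublets (1393 nuclei), leaving 33764 nuclei. Scanpy 1.11.5 on Python 3.11.15 scaled and log-transformed the counts and chose 2000 variable genes across samples. Principal components and a shared-neighbour graph were clustered with leidenalg 0.10.2 at resolution 1 into 31 clusters, with no step that merged samples.

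Cell classes were named only from 123 marker genes of 10 classes. A cluster took the class with the highest mean log2 marker score and needed at least 3 markers detected in at least 10% of its nuclei. A cluster stayed unnamed if its top 10 genes by fold held more markers of another class, or if a second class scored above 0.8 of the best. This last limit was set after the data were seen and left out 1 cluster of microglial and astrocytic markers. No cluster met the marker rule for mural cells or lymphocytes. Endothelial-like, fibroblast-like and ependymal-like nuclei were too few for gene tests, so lists fixed for endothelial, mural and fibroblast nuclei only were not tested. Clusters 19, 21, 22, 25, 26 and 29 came almost wholly from 1 sample each.

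Counts were summed per sample and class where a sample held at least 20 nuclei of the class, and a class was tested with at least 3 such samples per group. The replicate was the sample. The labels do not say that samples came from separate donors, so p-values measure the spread between these samples, which may be technical. Genes were tested with edgeR 4.0.16 (TMM scaling, filterByExpr, quasi-likelihood test, two-sided) under R 4.3.3, with Benjamini-Hochberg adjustment at 0.05 within each class. CPM of genes are counts scaled to a common library size with TMM factors, and each is given as mean ± SD over 4 samples per group. Summed CPM of markers were scaled to library size without TMM factors. They are therefore not on exactly the same scale as CPM of genes. A standard error (SE) of a log2 difference comes from the edgeR test statistic. Genes on chromosome Y (101), 13 mitochondrial genes, XIST and TSIX were left out of clustering and tests.

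Of 36 gene lists fixed, 31 were tested, in the classes they were fixed for, with camera from limma 3.58.1, two-sided, on log2 CPM with a prior count of 2. Camera asks whether a list's genes lie higher or lower than the other genes of the class. It used a preset correlation between genes of 0.01, and adjustment ran over all 84 pairs of class and list. The score of a list in a sample is the mean log2 CPM of its members minus the control mean. The groups, tests, markers, lists and first alternatives were fixed before the data were examined. Named genes follow a rule fixed with them: the 8 genes of smallest p per direction in each class and up to 4 members of smallest p from each list described, leaving out clone-style names. Genes named outside that rule were chosen after their values were seen. Values of some named genes are not reported here, though counts and list results include them.

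Shares of nuclei and quality measures were compared with exact two-sided permutation tests over 70 assignments of samples to groups, where the smallest possible p is 0.0286. Adjusted, a single measure could reach no less than 0.229 among 8 shares and 0.143 among 5 quality measures, so none could pass alone. Intervals of shares are 95% Wilson intervals, and the limit that a count of 0 allows is 3 nuclei of the total. Both cover counting error only. Whether a change differed between classes was tested with limma on the per-sample difference of log2 CPM between a class and oligodendrocyte-like nuclei. The gene tests were tested on simulated data built from these samples' means and library sizes, with 100 genes changed by a fold of 2 and 100 by a fold of 4 in each class. edgeR called 1 and 46 of them in oligodendrocyte-like nuclei, 8 and 80 in OPC-like, 6 and 54 in astrocyte-like, 1 and 27 in microglia-like, 3 and 46 in neuron-like nuclei, and 0 and 15 in all nuclei. Its false calls were 2, 6, 4, 1, 4 and 0 in that order, and those of DESeq2 1.42.0 were 34, 20, 24, 18, 22 and 46. In the same order DESeq2 called 12, 22, 13, 5, 11 and 3 of the genes changed by a fold of 2. It called 68, 86, 79, 55, 69 and 56 of those changed by a fold of 4.

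Alternatives were DESeq2, voom with sample quality weights, RLE size factors, no low-count filter, the replicate number as a block, at least 1000 genes per nucleus, at most 20% mitochondrial UMIs, doublets kept, Leiden resolution 0.5, and each sample left out in turn. For lists, an estimated correlation and fry were added. For shares, a centred log-ratio and percentages of the nuclei other than oligodendrocyte-like were used. After the data were seen, both samples rich in neurons were left out together, and nuclei above 50000 UMIs were left out. Whether replicate numbers pair the samples was checked by correlating the deviations of same-numbered samples from their group means. All 4 pairs correlated above 0.1 in neuron-like nuclei (0.125 to 0.156), and in no other class did all 4. By this cut the blocked fit is given beside neuron-like results where it changed a call. Some pairs were higher elsewhere, from 0.0773 to 0.374 in oligodendrocyte-like and 0.0686 to 0.3735 in OPC-like nuclei. Pairing is therefore not excluded in those classes, whose blocked results stand with the other alternatives. Every pair of samples was compared: control 2 and VaD 2 shared 49 barcodes (1.48%) and the other 27 pairs at most 0.304%. The cause, such as a shared sequencing run, was not tested. The 28 pairs correlated at 0.910 to 0.986 over genes, which are not independent replicates, so no sample was counted as a copy of another. The alternatives and correlations used scipy 1.17.1 and numpy 2.4.6, and plots used matplotlib 3.10.9.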

Results

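White matter that lies along the brain's ventricle, beside its frontal horn, was profiled nucleus by nucleus to ask how its cell types differ in vascular dementia (VaD), a dementia tied to disease of the brain's blood vessels. There were 4 VaD samples and 4 control samples, all post-mortem. Control samples 1 to 4 held 42312937, 14568967, 54322972 and 11765721 UMIs, and VaD samples 1 to 4 held 49149630, 36054483, 33636055 and 40926957. After filtering, 4832, 3181, 6253 and 1841 nuclei were kept in controls 1 to 4 and 5363, 4340, 2948 and 5006 in VaD 1 to 4. Median UMIs per kept nucleus were 6877, 3346, 6476 and 4831 in controls and 7015, 5875, 6094 and 6138 in VaD. Control 2 was the shallowest per nucleus and control 4 held the fewest nuclei, so values from these samples carry the most counting error.

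No quality measure differed between groups after adjustment. Median UMIs per nucleus were 5382 ± 1621 in controls and 6280 ± 503.2 in VaD (n = 4 each, exact permutation p = 0.4), and median genes were 2455 ± 514.1 and 2588 ± 240.9 (exact permutation p = 0.629). Mitochondrial UMIs made up 0.691 ± 0.401% and 0.707 ± 0.530% (exact permutation p = 1). MALAT1, a long RNA kept in the nucleus, took 2.22 ± 0.376% of UMIs in controls and 2.60 ± 0.287% in VaD (exact permutation p = 0.171). Adjusted over the 5 measures, nuclei kept included, p ran from 0.857 to 1.

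Oligodendrocyte-like nuclei, of the cells that form myelin, made up most of the tissue: 77.8 ± 13.3% of named nuclei in controls and 72.5 ± 19.4% in VaD (n = 4 each, exact permutation p = 0.629). Astrocyte-like nuclei took 7.34 ± 4.76% and 7.77 ± 1.43% (exact permutation p = 0.914), and microglia-like nuclei 4.80 ± 3.29% and 4.93 ± 1.17% (exact permutation p = 0.943). Oligodendrocyte precursor (OPC)-like nuclei took 4.72 ± 3.42% and 4.54 ± 2.77% (exact permutation p = 0.914). Neuron-like nuclei took 4.94 ± 8.56% in controls and 9.41 ± 15.7% in VaD (exact permutation p = 0.514). Most of them sat in a single sample per group: control 4 had 17.8% (95% Wilson interval 16.1 to 19.6) and VaD 3 had 32.9% (31.2 to 34.6), while the other 6 samples had 0.453 to 2.84%. Those of control 4 were shallow, with a median of 1087 UMIs against 16621 in VaD 3. With at least 1000 genes per nucleus 113 of its 324 were counted, against 934 of 967 in VaD 3, so the share of control 4 depends on shallow nuclei. VaD 3 also had the lowest oligodendrocyte-like share, 44.0% (42.3 to 45.8), followed by control 4 with 60.5%. Without VaD 3 the neuron-like difference turned to −3.34 percentage points and the oligodendrocyte-like difference to 4.204.

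Cells of vessels and of the ventricle's lining were scarce. Endothelial-like nuclei, from vessel walls, took 0.0859 ± 0.0818% in controls and 0.190 ± 0.215% in VaD (exact permutation p = 0.514). Fibroblast-like nuclei took 0.156 ± 0.130% and 0.474 ± 0.646% (exact permutation p = 0.543), and without VaD 3 the VaD minus control differences were −0.00286 points for endothelial-like and −3.47e-04 points for fibroblast-like nuclei. Ependymal-like nuclei, of the ventricle's lining, took 0.141 ± 0.262% and 0.151 ± 0.186% (exact permutation p = 1). Control 1 held 0 endothelial-like of 4807 named nuclei, which allows a share of up to 0.0624%. No class differed after adjustment (adjusted p = 1 for all 8), and the tissue excised and the yield of nuclei can set such shares. Nuclei left unnamed by a threshold set after the data were seen were 124 in controls (0.761 ± 0.328% of kept nuclei) and 253 in VaD (1.45 ± 2.42%), with 5.07% in VaD 2.

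**Figure D1:**
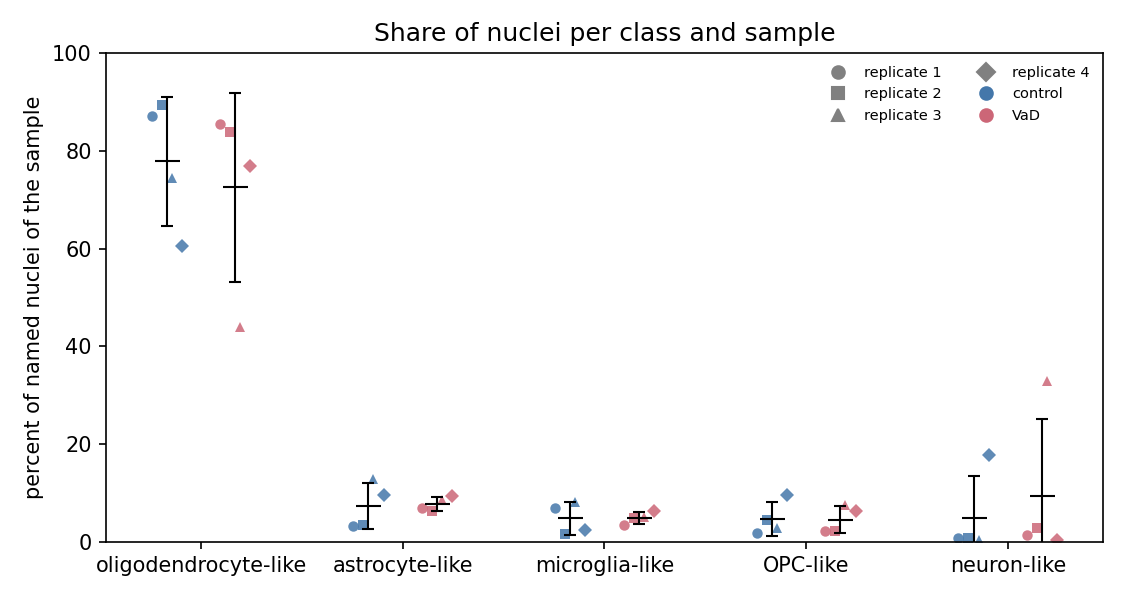
Share of each cell class, in percent of named nuclei, for every sample (points), with the mean and SD of the 4 control and 4 VaD samples. Neuron-like nuclei made up 17.8% in control 4 and 32.9% in VaD 3, against 0.453 to 2.84% in the other 6 samples.

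In oligodendrocyte-like nuclei, genes of protein folding and genes of cholesterol synthesis rose in VaD, each as a list, and genes of myelin fell. All 18 of 18 measured heat shock and chaperone genes, which refold damaged proteins, had higher values in VaD, with a median log2 difference of 0.99 (camera adjusted p = 2.57e-08; adjusted p = 0.935 with an estimated correlation). Of the 19 cholesterol synthesis genes 18 were higher, with a median of 1.32 (camera adjusted p = 4.40e-07; adjusted p = 0.935 with an estimated correlation). Of 19 genes of myelin proteins and lipids 18 were lower, with a median of −0.41 (camera adjusted p = 3.24e-04; adjusted p = 0.935 with an estimated correlation). Hypoxia response genes rose as a list, 17 of 19 higher with a median of 0.47 (camera adjusted p = 5.26e-04; adjusted p = 0.935 with an estimated correlation). Cytosolic ribosomal protein genes rose by a median of 0.30, 22 of 24 higher (camera adjusted p = 0.00164; adjusted p = 0.945 with an estimated correlation). As small a p came from 8 of 35 splits of the samples, the real one counted, for heat shock, 6 for cholesterol, 3 for myelin, 4 for hypoxia and 14 for ribosomal genes.

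The heat shock score was higher by 1.08 in VaD than in controls (SD 0.72 and 1.06 for controls and VaD, n = 4 each). VaD 3 and VaD 4 scored 2.13 and 1.84, and VaD 1 and VaD 2 scored 0.23 and 0.10, within the control range of −1.03 to 0.62. HSPH1, a large chaperone, stood at 66.4 ± 20.1 CPM in controls and 299.7 ± 274.4 in VaD (log2 difference 2.17, SE 0.67), and CHORDC1, a partner of HSP90, at 75.4 ± 16.7 and 222.4 ± 155.0 (1.56, SE 0.44). HSPA4L and STIP1, also chaperones, had log2 differences of 2.20 (SE 0.69; 1.31 without VaD 4) and 1.23 (SE 0.43). The cholesterol score was 0.62 in VaD 1, 0.998 in VaD 2 and 2.48 in VaD 3 but −0.31 in VaD 4. Without VaD 3 the median was 0.66 for heat shock (camera adjusted p = 3.29e-04) and 0.52 for cholesterol genes (0.00722), and both lists still passed. Without both neuron-rich samples, control 4 and VaD 3, these medians were 0.49 (camera adjusted p = 0.0136) and 0.62 (0.00650). FDFT1 (ENSG00000079459, chromosome 8, 11795573 to 11839309), which makes squalene, stood at 154.0 ± 52.99 and 389.6 ± 245.9 CPM (1.34, SE 0.40). HMGCS1, an early enzyme of the same pathway, stood at 37.0 ± 10.5 and 211.7 ± 298.6 CPM (2.51, SE 0.81). SQLE, which oxidises squalene, had a difference of 1.68 (SE 0.54). Without VaD 3 the differences were 0.84 for FDFT1, 0.77 for HMGCS1 and 0.87 for SQLE, and HMGCS1 in VaD 4, at 26.9 CPM, lay below every control. Adjusted over the list alone, 9 cholesterol genes passed and 0 heat shock, myelin or hypoxia genes did; over all genes tested none of these lists had a member past the threshold.

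MOBP (ENSG00000168314, chromosome 3, 39467198 to 39529479), a myelin protein, stood at 1966 ± 645.2 CPM in controls and 1052 ± 378.5 in VaD (log2 difference −0.90, SE 0.33; −0.41 without both neuron-rich samples, control 4 and VaD 3), and MOG, on the outer face of myelin, at 594.1 ± 67.3 and 421.6 ± 102.4 (−0.49, SE 0.22). PLLP and GAL3ST1, of myelin membrane and its sulphated lipids, had differences of −0.70 (SE 0.25) and −0.41 (SE 0.19). The myelin score was −0.56 to −0.61 in VaD 2, 3 and 4 and 0.14 in VaD 1, without which the median was −0.63 (camera adjusted p = 5.15e-06). Among hypoxia genes, BNIP3L, a receptor for removing mitochondria, was above the highest control in 4 of 4 VaD samples (mean 143.5 CPM in controls and 240.3 in VaD; 0.74, SE 0.27), and VEGFA, a vessel growth factor, had a difference of 2.42 (SE 0.89); without VaD 3 these were 0.41 and 0.78. The hypoxia call was lost without VaD 3 (median 0.24, camera adjusted p = 0.0757) and without both neuron-rich samples, control 4 and VaD 3 (0.17, 0.157). The ribosomal call was lost without VaD 1 (median 0.14, camera adjusted p = 0.110), VaD 3 (0.08, 0.110), control 2 (0.06, 0.187) or control 4 (0.02, 0.212), and without both neuron-rich samples its median turned to −0.18 (0.844). That median was 0.45 without control 1, 0.82 without control 3 and 0.46 without VaD 2, where it passed. The other 11 lists did not pass (camera adjusted p = 0.229 to 0.869), among them stress-associated oligodendrocyte genes (median 0.00, adjusted p = 0.351), whose member NEAT1, a nuclear RNA, stood at 1415 ± 334.7 and 3261 ± 1765 CPM (1.20, and 0.70 without both neuron-rich samples).

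No single gene passed in these nuclei. edgeR called 0 of 19072 genes (smallest adjusted p = 0.934), with 962 at an unadjusted p under 0.05 where 954 would be expected by chance. voom called 0 and DESeq2 19, 10 higher and 9 lower. On simulated data of this class DESeq2 made 34 false calls, beside 12 and 68 true ones of 100 genes changed by a fold of 2 and 4. True changes were present there, so the 34 do not tell how many of the 19 are false. Groups did not overlap for 525 genes (2.75%, against 2.86% by chance). The smallest p among higher genes was that of ARRB1 (ENSG00000137486, chromosome 11, 75264182 to 75351705), an arrestin that ends receptor signalling, at 30.2 ± 7.60 CPM in controls and 67.4 ± 5.99 in VaD (log2 difference 1.16, SE 0.23). NMNAT2, an NAD-making enzyme that protects axons, and TRPC5, a cation channel, had differences of 2.10 (SE 0.42) and 2.24 (SE 0.51) at low levels (1.67 ± 0.298 and 0.860 ± 0.259 CPM in controls). RALYL and PHF21B differed by 2.12 (SE 0.46) and 1.45 (SE 0.36). Neuron markers in these nuclei summed to 32.1 ± 8.18 CPM in controls and 81.55 ± 95.8 in VaD (exact permutation p = 0.4, adjusted p = 0.9), with 224.8 in VaD 3, where RALYL too was highest at 28.8 CPM. NMNAT2 was highest in VaD 2 (12.2 CPM) and TRPC5 in VaD 4 (7.13). SLC5A3, an inositol transporter, and MRPS6 differed by 2.13 (SE 0.49) and 2.05 (SE 0.46), but these genes overlap on chromosome 21 and may share reads. CARNS1 (ENSG00000172508, chromosome 11, 67414968 to 67425607), which makes carnosine, was lower at 350.1 ± 138.4 and 106.8 ± 44.2 CPM (−1.71, SE 0.35). TRIM36, a ubiquitin ligase, SLC38A3, a glutamine transporter, and LDB3 had differences of −1.76 (SE 0.38), −1.61 (SE 0.36) and −0.95 (SE 0.24). The antisense genes MCM3AP-AS1 (1.22, SE 0.30) and TMEM72-AS1 (−1.31, SE 0.32) are uncertain, since their reads may come from the partner gene. Cluster 1 held 21.0% of control nuclei of this class, 1427 of these 2667 from control 1, and cluster 0 held 19.9% of VaD nuclei, 2089 of these 2622 from VaD 1, while 80.9% of those of VaD 3 lay in cluster 13. Of the 3833 from VaD 4, 1901 lay in cluster 4 and 1594 in cluster 9, which held 2180 and 1691 nuclei in all, so the samples highest in heat shock score lay mostly in clusters of their own.

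Astrocyte-like nuclei showed the largest count of list calls, 7. Heat shock and chaperone genes rose as a list, with 18 of 18 members higher and a median log2 difference of 1.20 (camera adjusted p = 2.87e-11; adjusted p = 0.935 with an estimated correlation, unadjusted 0.0507). Hypoxia response genes rose as a list too, 19 of 19 higher with a median of 0.996 (camera adjusted p = 5.93e-07; adjusted p = 0.935 with an estimated correlation). Metallothioneins, which bind zinc and copper, rose as a list (7 of 7 higher, median 0.81, camera adjusted p = 0.00455; adjusted p = 0.935 with an estimated correlation), and interferon response genes fell as a list (17 of 19 lower, median −0.43, camera adjusted p = 0.00254; adjusted p = 0.935 with an estimated correlation). Astrocyte homeostasis genes (11 of 18 higher, median 0.22, camera adjusted p = 0.0233) and p53 targets and senescence genes (12 of 12, median 0.59, 0.0278) rose, both with adjusted p = 0.935 with an estimated correlation. Ribosomal protein genes rose by a median of 0.40 (21 of 24, camera adjusted p = 0.00889; adjusted p = 0.945 with an estimated correlation). Of 35 splits 3 gave as small a p for heat shock, 2 for hypoxia, 8 for metallothioneins, 14 for interferon, 2 for homeostasis, 8 for p53 and 18 for ribosomal genes.

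The heat shock score was higher by 1.15 in VaD (SD 0.52 and 0.71, n = 4 each), and 4 of 4 VaD samples, at 0.52 to 2.10, lay above the highest control, 0.51. BAG3 (ENSG00000151929, chromosome 10, 119651370 to 119677819), a co-chaperone that sends damaged proteins to autophagy, stood at 93.1 ± 16.6 CPM in controls and 408.3 ± 397.5 in VaD (log2 difference 2.13, SE 0.58). HSP90AB1, a constitutive HSP90, stood at 128.9 ± 20.6 and 219.7 ± 58.9 CPM (0.76, SE 0.25), and for both genes 4 of 4 VaD samples lay above every control. HSPH1 and DNAJB6 had differences of 2.03 (SE 0.63) and 1.20 (SE 0.39). Of the list, 12 genes passed adjusted over the list alone and 0 over all genes. Among hypoxia genes, VEGFA was at 61.9 ± 16.1 and 153.5 ± 104.2 CPM (1.28, SE 0.43), SLC2A1, a glucose transporter, at 16.8 ± 9.69 and 67.3 ± 64.2 (1.86, SE 0.64), and PDK1 and BNIP3 differed by 1.94 (SE 0.59) and 1.38 (SE 0.50); none passed adjusted over the list alone or over all genes. VaD 3 had the highest score of both lists, 2.10 and 1.77, and without it the hypoxia median was 0.47 (camera adjusted p = 7.19e-04). Without VaD 3 the differences were 1.23 for BAG3, 0.72 for VEGFA, 0.95 for SLC2A1, 1.10 for PDK1 and 0.63 for BNIP3. Without both neuron-rich samples, control 4 and VaD 3, both lists passed with medians of 0.67 (2.12e-04) and 0.45 (0.00785), and HSPH1 and DNAJB6 differed by 1.20 and 0.72. Oligodendrocyte markers in these nuclei summed to 3201 ± 2627 CPM in controls and 1327 ± 1275 in VaD (exact permutation p = 0.257, adjusted p = 0.681), and to 7043 in control 4. Microglial markers in them summed to 542.4 ± 285.1 CPM in controls and 235.3 ± 159.0 in VaD (exact permutation p = 0.143, adjusted p = 0.681).

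**Figure D2:**
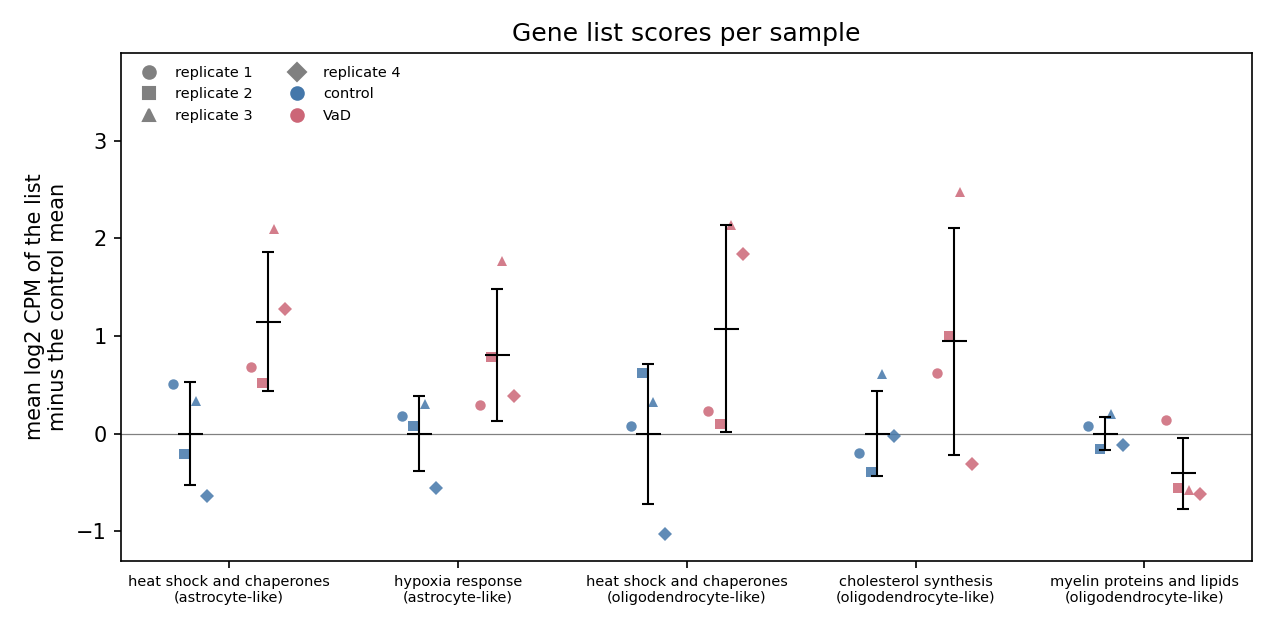
Score of 5 gene lists in each sample (mean log2 CPM of the members minus the control mean; points, with mean and SD of 4 samples per group) in astrocyte-like and oligodendrocyte-like nuclei. In astrocyte-like nuclei the 4 VaD samples scored 0.52 to 2.10 for heat shock against −0.64 to 0.51 in controls.

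The interferon call rested on control 2. IFI44L and IFI6, which are switched on by interferon, stood at 85.3 ± 123.1 and 34.6 ± 57.8 CPM in controls and at 14.4 ± 11.6 and 4.82 ± 4.22 in VaD (log2 differences −2.46, SE 1.03, and −2.82, SE 1.19). Without control 2 these were −0.48 and −0.06, the list's median was −0.09 (camera adjusted p = 0.679), and without VaD 2 the adjusted p was 0.131 (median −0.40); the median was −0.74 without VaD 1 and −0.66 without VaD 3. MT2A, a metallothionein, stood at 199.2 ± 115.5 and 779.6 ± 1093 CPM (1.94, SE 0.84), with 2416 in VaD 3 (difference 0.21 without it). The list's call was lost without VaD 3 (median 0.13, camera adjusted p = 0.175) or control 4 (0.60, 0.149), and its median was 1.60 without control 3. Homeostasis genes included SLC1A2, a glutamate transporter (918.7 ± 352.9 and 1910 ± 1229 CPM; 1.06, SE 0.46, and 0.61 without VaD 3), and GPC5, a surface proteoglycan (0.73, SE 0.28). Their call was lost without VaD 1 (median 0.19, camera adjusted p = 0.169), with doublets kept (median 0.18, 0.0506) and with the replicate number as a block (0.0640, though the median was 0.31), and their median was 0.11 without control 2 and 0.35 without control 4. The p53 call was lost without VaD 3 (median 0.06, 0.436), control 4 (0.22, 0.271) or control 3 (0.38, 0.137), and also without VaD 1 (0.51, 0.106) or control 1 (0.52, 0.0802), where the median changed less. The ribosomal call was lost without control 2 (median 0.16, 0.502) or control 4 (0.23, 0.0722), and without VaD 3 its median turned to −0.18 (0.937); it was 0.72 without control 1 and 0.64 without VaD 4. Without both neuron-rich samples, control 4 and VaD 3, the medians turned to −0.0654 for metallothioneins (0.768), −0.0397 for p53 targets (0.676) and −0.31 for ribosomal genes (0.645). None of these 5 lists had a member past the threshold adjusted over the list alone or over all genes.

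The other 11 lists did not pass in astrocyte-like nuclei (camera adjusted p = 0.178 to 0.964). Reactive astrocyte genes had a median of −0.22, though the test leaned higher (adjusted p = 0.924): HSPB1 and CRYAB, small heat shock proteins, differed by 1.42 (SE 0.48) and 1.51 (SE 0.57), or 0.92 and 0.95 without VaD 3, AQP1, a water channel, by −1.18 (SE 0.41), and C3, also a microglial marker, by −1.47 (SE 0.57), or −0.82 without control 2. The median and the test also differed in sign for iron handling (−0.04), the unfolded protein response (−0.03) and immediate early genes (−0.08). Complement (median −0.45, adjusted p = 0.352), lipid storage (−0.20, 0.718) and extracellular matrix genes (−0.06, 0.877) did not pass, although HILPDA, a lipid droplet protein, stood at 51.6 ± 35.3 and 197.1 ± 172.4 CPM (1.89, SE 0.71; 1.11 without VaD 3 and 0.80 without both neuron-rich samples). Of single genes edgeR called 0 of 13068 (smallest adjusted p = 0.698), with 681 at an unadjusted p under 0.05 (653 by chance); voom called 1 and DESeq2 21, 17 higher and 4 lower. Groups did not overlap for 472 genes (3.61%, against 2.86% by chance). PDE7B (ENSG00000171408, chromosome 6, 135851696 to 136195574), which breaks down cyclic AMP, was at 166.2 ± 35.1 and 353.0 ± 44.3 CPM (1.09, SE 0.23). The adhesion genes CDH20 (1187 ± 70.6 and 2118 ± 202.7 CPM) and CADM2 (1120 ± 276.6 and 2391 ± 359.1 CPM) differed by 0.84 (SE 0.19) and 1.10 (SE 0.25), and RANBP3L and COL5A3 by 1.49 (SE 0.32) and 1.42 (SE 0.34). Lower were TUBA1A, a tubulin (207.8 ± 40.6 and 90.2 ± 25.5 CPM; −1.21, SE 0.28), CIRBP, a cold-inducible RNA-binding protein (150.1 ± 58.0 and 46.8 ± 19.4 CPM; −1.67, SE 0.39), and ARRDC4 (−1.25, SE 0.28); FRMD6-AS2 (−1.39, SE 0.32) is antisense and uncertain. Cluster 11 held 69.8% of control nuclei of this class, 741 of these 870 from control 3 and 0 from controls 2 and 4, and it held 262 from VaD 1 and 174 from VaD 2. Cluster 14 held 44.8% of VaD nuclei, 443 of these 604 from VaD 4, and 73.7% of those of VaD 3 lay in cluster 21, whose leading genes included MT2A and GADD45A, both genes of stress.

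**Figure D3:**
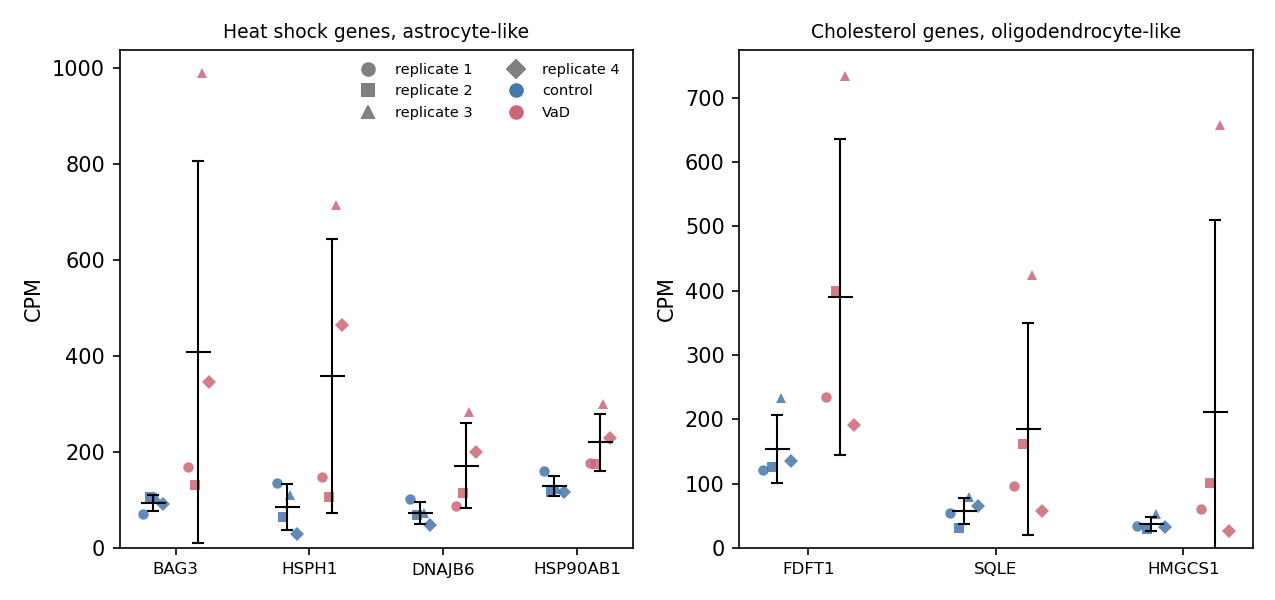
CPM of 4 heat shock genes in astrocyte-like nuclei and 3 cholesterol genes in oligodendrocyte-like nuclei for each sample (points), with mean and SD of 4 samples per group. BAG3 stood at 93.1 ± 16.6 CPM in controls and 408.3 ± 397.5 in VaD, and no gene passed the threshold in edgeR.

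OPC-like nuclei had 4 list calls. Heat shock genes rose as a list, with 17 of 17 members higher (median log2 difference 0.87, camera adjusted p = 2.75e-05; adjusted p = 0.935 with an estimated correlation), and so did hypoxia genes, 15 of 16 higher (median 0.53, camera adjusted p = 8.03e-05; adjusted p = 0.935 with an estimated correlation). Cholesterol synthesis genes rose as a list, 15 of 17 higher (median 0.41, camera adjusted p = 0.00254; adjusted p = 0.935 with an estimated correlation) and so did ribosomal protein genes, 22 of 24 higher (median 0.77, camera adjusted p = 0.0126; adjusted p = 0.945 with an estimated correlation). The heat shock score was 1.60 in VaD 3 and 1.11 in VaD 4, but 0.08 in VaD 1 and −0.01 in VaD 2, within the control range of −0.73 to 0.60, and 7 of 35 splits of the samples gave this list as small a p. For hypoxia, cholesterol and ribosomal genes 3, 12 and 21 of 35 did. Oligodendrocyte markers in these nuclei summed to 3213 ± 1160 CPM in controls and 2546 ± 2072 in VaD (exact permutation p = 0.686, adjusted p = 0.949). They were lowest in VaD 3 (542.4) and VaD 4 (973.7), the samples highest in heat shock score, against 1584 to 4368 elsewhere. HSPA4L, a chaperone, stood at 28.5 ± 3.43 CPM in controls and 94.4 ± 67.4 in VaD (1.76, SE 0.48), PGK1, of glycolysis, at 26.5 ± 5.43 and 64.0 ± 39.5 (1.25, SE 0.42), and FDFT1 at 87.0 ± 6.32 and 206.9 ± 114.1 (1.24, SE 0.36). CHORDC1, BNIP3L and INSIG1, which holds back cholesterol synthesis, differed by 1.28 (SE 0.40), 0.93 (SE 0.29) and 1.26 (SE 0.50). RPL26, of the large ribosomal subunit, differed by 1.63, with 139.1 CPM in VaD 3. Without VaD 3 the differences were 0.70 for PGK1, 0.68 for INSIG1 and 0.14 for RPL26, and without VaD 4 that of CHORDC1 was 0.82. Without both neuron-rich samples FDFT1 differed by 0.82 and BNIP3L by 0.54. None of these 4 lists had a member past the threshold adjusted over the list alone or over all genes. Without the low-count filter some members passed edgeR over all genes. Among them were HSPA4L (adjusted p = 4.38e-05), FDFT1 (0.00431), CHORDC1 (0.00627) and RPL26 (0.00873). Their differences hardly changed (HSPA4L 1.86 and FDFT1 1.31 without the filter), so the p-values moved far more than the differences. RPL26 passed there although its difference rested on VaD 3. False calls under this setting were not checked on simulated data, so these calls carry little weight.

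Without VaD 3 the heat shock median was 0.40 (camera adjusted p = 0.0206) and the hypoxia median 0.30 (0.0227), and the latter was 1.04 without control 3 and 0.81 without VaD 1. The cholesterol call was lost without VaD 2 (median 0.38, camera adjusted p = 0.0972) or VaD 3 (median 0.09, 0.262), with a median of 0.67 without VaD 4, and the ribosomal call without control 2 (0.60, 0.293) or control 4 (0.51, 0.488), while without VaD 3 its median turned to −0.43 (0.546). Without both neuron-rich samples, control 4 and VaD 3, the calls for heat shock (median 0.17, 0.177), hypoxia (0.14, 0.0630) and cholesterol genes (0.00262, 0.450) were lost, and ribosomal genes passed in the other direction (median −0.65, 0.00774). The other 12 lists did not pass (camera adjusted p = 0.0953 to 0.997), among them precursor identity (median 0.10, 0.868), committed precursor (0.28, 0.587) and axon contact genes (−0.09, 0.813), where 1 member, NLGN3, a synaptic adhesion gene, passed adjusted over the list alone and 0 over all genes (106.6 ± 20.4 and 55.0 ± 13.9 CPM; −0.95, SE 0.25). Of single genes edgeR called 0 of 9005 (smallest adjusted p = 0.901), with 455 at an unadjusted p under 0.05 (450 by chance); DESeq2 and voom called 0, and 89 passed without the low-count filter. Groups did not overlap for 300 genes (3.33%, against 2.86% by chance). ITGA8 (ENSG00000077943, chromosome 10, 15513949 to 15720125), an integrin, was at 62.7 ± 23.2 and 244.3 ± 157.2 CPM (1.95, SE 0.42; 1.29 without both neuron-rich samples), and ZNF365, PBX3, a homeobox factor, and TFDP2, a cell-cycle factor, differed by 1.32 (SE 0.30), 1.32 (SE 0.30) and 0.99 (SE 0.27). CCND1 (ENSG00000110092, chromosome 11, 69641087 to 69654474), cyclin D1, was at 67.9 ± 32.1 and 20.5 ± 7.55 CPM (−1.68, SE 0.38), and SAT1, of polyamine breakdown, and EDC3, of RNA decapping, differed by −1.10 (SE 0.28) and −1.35 (SE 0.32). SLC5A3 again differed by 1.23 (SE 0.26), with the same overlap with MRPS6. Cluster 12 held 99.2% of control and 97.7% of VaD nuclei of this class.

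Microglia-like nuclei, of the brain's resident immune cells, had 2 list calls. Hypoxia genes rose as a list, with 13 of 15 members higher (median log2 difference 1.03, camera adjusted p = 0.00135; adjusted p = 0.935 with an estimated correlation), and so did lipid-associated and disease-associated genes, 16 of 21 higher (median 0.35, camera adjusted p = 0.0266; adjusted p = 0.945 with an estimated correlation). HIF1A, the hypoxia-sensing factor and a member of both lists, stood at 316.4 ± 244.9 CPM in controls and 875.3 ± 381.7 in VaD (1.41, SE 0.51; 0.86 without both neuron-rich samples), and MSR1, a scavenger receptor, at 149.2 ± 80.4 and 516.8 ± 259.3 (1.80, SE 0.48). No member of either list passed adjusted over the list alone or over all genes, and 7 and 11 of 35 splits gave the lists as small a p. The hypoxia score was 2.18 in VaD 3 and 0.38 to 0.85 in the other VaD samples, below the 1.02 of control 3. Its median was 0.30 without VaD 3 (camera adjusted p = 0.0227) and 1.62 without control 3. The second list's median was 0.61 without control 3, and its call was lost without VaD 3 (median 0.20, camera adjusted p = 0.111), control 2 (0.21, 0.116) or control 4 (0.15, 0.327), and without VaD 2 (0.38, 0.0668), where the median was no smaller. Without both neuron-rich samples, control 4 and VaD 3, the hypoxia call was lost (median 0.28, 0.329), and the second list's median turned to −0.0504 (0.894). Samples held 43 to 511 such nuclei and 81942 to 2695130 UMIs, fewest in control 4. Ependymal markers in these nuclei summed to 63.1 ± 29.99 and 23.3 ± 10.2 CPM (exact permutation p = 0.0286, adjusted p = 0.643). Oligodendrocyte markers summed to 5643 ± 1367 CPM in controls and 3659 ± 3008 in VaD (exact permutation p = 0.314, adjusted p = 0.786). They were at 843.9 in VaD 3 and 1328 in VaD 4, against 4717 to 7658 elsewhere.

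The other 17 lists did not pass in microglia-like nuclei (camera adjusted p = 0.0839 to 0.9902). Homeostasis genes had a median of −0.27 (adjusted p = 0.353): CX3CR1, a chemokine receptor, was at 237.3 ± 212.4 and 62.4 ± 13.5 CPM (−1.91, SE 0.59; −1.26 without control 4, which held 43 such nuclei), and P2RY13 and TGFBR1 differed by −1.52 (SE 0.42) and −0.79 (SE 0.33), but P2RX7, an ATP-gated channel, by 0.67 (SE 0.25). Complement genes had a median of −0.50 (0.304), with C3 at 802.8 ± 320.3 and 405.1 ± 140.4 CPM (−0.98, SE 0.33; −0.64 without control 4). Lipid storage (0.27, 0.229), phagocytosis receptors (0.12, 0.369) and MHC class II genes (−0.17, 0.9902) did not pass; ELMO1, of engulfment, differed by 0.68 (SE 0.26). Border macrophage genes had a median of −0.17 and immediate early genes one of 0.03, each against the direction of its test (0.296 and 0.865). Of single genes edgeR called 0 of 9445 (smallest adjusted p = 0.991), with 400 at an unadjusted p under 0.05 (472 by chance); voom called 0, and DESeq2 3: FRRS1, CD83 and AP001977.1. Groups did not overlap for 346 genes (3.66%, against 2.86% by chance). LRRK2 (ENSG00000188906, chromosome 12, 40196744 to 40369285), a kinase of lysosome function, was at 164.9 ± 22.8 and 538.8 ± 222.2 CPM (1.69, SE 0.33), and CD83, a marker of activation, at 57.1 ± 11.5 and 324.4 ± 234.0 (2.59, SE 0.52). KLHL6, PADI2, which converts arginine to citrulline in proteins, and FRRS1 differed by 1.93 (SE 0.41), 1.71 (SE 0.44) and 3.14 (SE 0.69). Lower were MPEG1, a pore-forming defence protein (24.4 ± 12.7 and 4.75 ± 2.37 CPM; −2.46, SE 0.51), CCR1, a chemokine receptor (−1.78, SE 0.41), NAIP (−0.91, SE 0.23) and ZFP36L1 (−0.97, SE 0.27). FCGR1B (−2.07, SE 0.50) is a near copy of FCGR1A and uncertain. Cluster 7 held all nuclei of this class.

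In neuron-like nuclei, ribosomal protein genes fell as a list, with 22 of 24 members lower (median log2 difference −0.72, camera adjusted p = 0.00292; adjusted p = 0.945 with an estimated correlation). Nuclear genes of oxidative phosphorylation, which makes ATP in mitochondria, fell as a list, 17 of 22 lower (median −0.40, camera adjusted p = 0.00292; adjusted p = 0.935 with an estimated correlation). RPL13 stood at 97.1 ± 42.9 CPM in controls and 44.3 ± 22.7 in VaD (−1.09, SE 0.42), and NDUFA13, of complex I, at 43.9 ± 15.4 and 23.2 ± 7.79 (−0.86, SE 0.36; −1.34 without both neuron-rich samples). No member of either list passed adjusted over the list alone or over all genes, and 13 and 8 of 35 splits gave the lists as small a p. DLX1, a factor of interneuron development, was among the lower genes with the smallest p, at 34.1 ± 18.1 and 5.33 ± 1.13 CPM (−2.63, SE 0.49). BTBD11 (ENSG00000151136, chromosome 12, 107318413 to 107659642) was at 110.8 ± 31.7 and 29.5 ± 10.0 CPM (−1.92, SE 0.33). Within cluster 16, led by inhibitory neurons, the log2 differences were −0.66 for DLX1 and −0.39 for BTBD11. The 8 lower named genes ran there from −1.80 (CIRBP) to −0.39.

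The makeup of the neurons differed between samples. Inhibitory markers summed to 3180, 2528, 2457 and 1164 CPM in controls 1 to 4 and 934.7, 437.4, 252.9 and 1976 in VaD 1 to 4, and cortical excitatory markers to 427.1 to 797.7 in controls and 29.98 to 1272 in VaD. Markers of striatal projection neurons reached 901.8 CPM in VaD 1, against 26.7 to 138.5 elsewhere, and 84.8% of its neuron-like nuclei lay in cluster 26. Cluster 17 held 58.5% of control nuclei of this class, 217 of these 241 from control 4, and cluster 16 held 21.7% of VaD nuclei, 216 of these 257 from VaD 3. In controls 1 to 3 cluster 16 was the largest, with 68.6, 56.0 and 46.4%, as it was in VaD 4 with 54.2%, and samples held 24 to 967 such nuclei. Their median UMIs were 20621, 1848, 16324 and 1087 in controls 1 to 4 and 49159, 11663, 16621 and 12756 in VaD 1 to 4. Mural markers in these nuclei summed to 86.5 ± 28.0 and 241.4 ± 139.5 CPM (exact permutation p = 0.0286, adjusted p = 0.643). The ribosomal call was lost without VaD 4 (median −0.53, camera adjusted p = 0.112) or control 1 (median −0.34, 0.169), and the oxidative phosphorylation call without VaD 2 (median −0.31, 0.0992), VaD 4 (median −0.26, 0.112) or control 1 (median −0.18, 0.0802). The latter median was −0.67 without VaD 3. Without both neuron-rich samples, control 4 and VaD 3, the medians were −1.09 for ribosomal genes (camera adjusted p = 0.00152) and −0.80 for oxidative phosphorylation genes (6.36e-05). The other 13 lists did not pass (camera adjusted p = 0.0839 to 0.964), among them presynaptic (median 0.11, 0.909), postsynaptic (0.06, 0.869), axonal (0.01, 0.877) and heat shock genes (0.12, 0.964); the presynaptic, axonal and heat shock medians were positive though their tests leaned lower. With the replicate number as a block, cholesterol synthesis genes (median 0.48, adjusted p = 0.0839 without it) and MHC class I genes (median −0.91, 0.151) passed camera, at adjusted p = 0.0343 and 0.0223. Without the block both had adjusted p = 0.935 with an estimated correlation, which was not run with it. HOMER1, a postsynaptic scaffold, differed by 1.16 (SE 0.33), PCLO, of the presynaptic zone, by 0.80 (SE 0.36; 0.34 without VaD 1), and NEFM, a neurofilament, by 1.15 (SE 0.52; 0.75 without control 1).

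Of single genes in neuron-like nuclei edgeR called 0 of 10495 (smallest adjusted p = 0.447), with 684 at an unadjusted p under 0.05 (525 by chance); voom called 0 and DESeq2 24, 11 higher and 13 lower. Groups did not overlap for 466 genes (4.44%, against 2.86% by chance). MIR2052HG differed by 2.22 (SE 0.40), GRM3, a glutamate receptor, by 1.62 (SE 0.34), CRYM, a thyroid hormone binder, by 1.46 (SE 0.30), MCTP1 by 1.16 (SE 0.27) and GDAP1, of mitochondrial fission, by 0.93 (SE 0.22). CIRBP, lower in astrocyte-like nuclei too, was at 105.9 ± 63.8 and 26.4 ± 1.95 CPM (−1.86, SE 0.37), and NRIP3 and CCNJL differed by −2.35 (SE 0.46) and −2.27 (SE 0.41).

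Over all nuclei of a sample, pooled, where cell makeup and expression mix, HPSE2, a relative of heparanase, stood at 25.2 ± 6.16 CPM in controls and 71.4 ± 15.96 in VaD (log2 difference 1.503, SE 0.26), and VAV3, an activator of small GTPases, at 4.66 ± 0.289 and 16.3 ± 6.08 (1.81, SE 0.33). DACH1, a transcription factor, ZNF98, GRM8, a glutamate receptor, and ARRB1 differed by 3.05 (SE 0.63), 1.93 (SE 0.39), 1.85 (SE 0.44) and 0.88 (SE 0.19). Lower were GPD1, of glycerol phosphate synthesis (12.4 ± 6.04 and 2.57 ± 1.53 CPM; −2.26, SE 0.53), GAMT, of creatine synthesis (51.1 ± 15.2 and 19.2 ± 8.84 CPM; −1.41, SE 0.35), HCN2, a pacemaker channel (−1.02, SE 0.24), BMP8A (−1.46, SE 0.33) and LIMA1 (−0.93, SE 0.23); DNAH17-AS1 (−1.59, SE 0.39) is antisense and uncertain. None passed: edgeR called 0 of 21776 (smallest adjusted p = 0.780), with 1286 at an unadjusted p under 0.05 (1089 by chance), voom 0 and DESeq2 22, 16 higher and 6 lower. Groups did not overlap for 633 genes (2.91%, against 2.86% by chance).

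Whether the VaD difference of a gene was larger in 1 class than in oligodendrocyte-like nuclei was tested directly. limma called 0 genes in astrocyte-like (378 of 12650 at an unadjusted p under 0.05, 632 by chance), 0 in microglia-like (323 of 9115, 456 by chance) and 0 in OPC-like nuclei (433 of 8868, 443 by chance); no other tool was run. The smallest adjusted p from limma were 0.9996, 0.875 and 0.385, the last for ZBTB7C, whose log2 difference in OPC-like nuclei was below that in oligodendrocyte-like nuclei by 2.45 (difference −2.45, SE 0.35). On simulated data this test recovered 0 of 100 genes changed by a fold of 4 in astrocyte-like and microglia-like nuclei and 10 of 100 in OPC-like nuclei, so 4 samples per group could show few such differences. Over all classes, 20 of 84 pairs of class and list passed camera, 16 higher and 4 lower; with an estimated correlation 0 passed, and by fry 0. The list calls numbered 12 without VaD 3.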

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

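Of the tests in this part, those of the 35 splits, of the neuron-rich samples and of grey matter were chosen only after the results were seen. Groups of 4 were searched for a sample far from the other 3, by its gap to the nearest divided by the range of the group. This ratio passed Dixon's 95% critical value in 57 of 680 groups, where about 34 (1 in 20) would by chance. VaD 3 accounted for 25 of them, 22 as the highest sample, and control 2 for 11, control 4 and VaD 1 for 7 each, control 3 for 4, VaD 4 for 2, VaD 2 for 1 and control 1 for 0.

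Heat shock genes rose in astrocyte-like nuclei of VaD as a list (18 of 18 higher, median 1.20, camera adjusted p = 2.87e-11; adjusted p = 0.935 with an estimated correlation). Free RNA from oligodendrocytes is argued against, since the astrocyte to oligodendrocyte ratio of summed heat shock CPM was at least 3.40 times that of oligodendrocyte markers in each of 8 samples (3.40 to 33.6). Without the neuron-rich samples, control 4 and VaD 3, the difference was smaller but remained (median 0.67, camera adjusted p = 2.12e-04). VaD 1, 2 and 4 scored 0.69, 0.52 and 1.28, against −0.21 to 0.51 in controls 1 to 3. These 2 samples were thus not its sole source, but chance was not excluded for the rest. The camera pass carries little weight: 22 of 35 splits reached 20 list calls, and no estimated correlation or fry was run without these samples. Cytoplasmic RNA carried with the nuclei may add to the pattern: the score's Spearman correlation with mitochondrial percent was 0.143 over 8 samples (permutation p = 0.752, two-sided; Pearson r = 0.177, and 0.364 without the farthest samples, VaD 1 and control 3), too few to decide. VaD itself stays open and was not tested further, and 3 of 35 splits of the samples gave this list as small a p.

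Neuron-like nuclei took 17.8% of control 4 (others 0.453 to 0.789%, ratio 0.981) and 32.9% of VaD 3 (others 0.481 to 2.84%, ratio 0.927). Grey matter in the sampled tissue is a candidate source: grey minus white matter astrocyte genes went with the neuron share at a Spearman correlation of 0.619 over 8 samples (permutation p = 0.115, adjusted p = 0.23, two-sided; Pearson r = 0.593, and 0.386 without VaD 3 and control 4). With 8 samples this cannot be told apart from differences in the yield of nuclei. Each group held 1 neuron-rich sample, so a high neuron share does not follow VaD. The grey minus white matter astrocyte score did differ by group outside control 4. It was −3.315, −3.479 and −3.455 in controls 1 to 3 and −0.433 in control 4, against −2.347 to −1.234 in VaD. A difference between groups in the tissue sampled may therefore add to the astrocyte-like results and was not tested further.

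DLX1, a gene of inhibitory neurons, was lower in VaD neuron-like nuclei (−2.63, SE 0.49), though it did not pass in edgeR. A mixture of neuron kinds may account for part: within cluster 16, led by inhibitory neurons, the median difference of the 8 lower named genes was −1.03, against −2.14 over all neurons, where these genes were picked for a small p. Such picking can enlarge the second median, and the share kept, 0.481 (SE 0.0858), lay within its error of the bound of 0.5 set for a mixture, so the mixture cannot be told apart from lower expression within inhibitory neurons. Cluster 16 was also uneven. Inhibitory markers in it summed to 2185 CPM in VaD 3, which held 216 of its 359 nuclei, and to 4098 to 6252 elsewhere. The median of −1.03 may therefore still hold a mixture. An effect of VaD was not tested further.

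Any split reaches a count of 0, so for edgeR's real counts of 0 genes the 35 of 35 splits of the 8 samples that did say nothing of chance. The highest other counts were 2 in oligodendrocyte-like, 3 in OPC-like, 8 in astrocyte-like, 0 in microglia-like and neuron-like nuclei and 4 over all nuclei. At an unadjusted p under 0.05 the real counts were 962, 455, 681, 400, 684 and 1286, which 14, 13, 12, 12, 5 and 14 of the 35 splits reached, so chance could not be excluded for these. DESeq2 called 19, 0, 21, 3, 24 and 22 and voom 0, 0, 1, 0, 0 and 0. For differences from oligodendrocyte-like nuclei, where limma called 0 (378, 323 and 433 at an unadjusted p under 0.05), all 35 splits reach 0 likewise, with highest other counts of 0, 0 and 1 for astrocyte-like, microglia-like and OPC-like nuclei. The unadjusted counts were reached by 30, 17 and 17 of 35. The 20 list calls were reached by 22 of 35 splits, the highest other count being 45, so chance could not be excluded for their number.

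In oligodendrocyte-like nuclei of VaD 3, HMGCS1 stood at 657.3 CPM (others 26.9 to 101.4, ratio 0.882), BNIP3L at 388.7 (175.3 to 210.5, ratio 0.835), VEGFA at 35.8 (2.06 to 4.69, ratio 0.922) and PGK1 at 98.5 (25.7 to 34.99, ratio 0.873). VaD 3 was lowest for axon contact and paranode genes (score −0.51, others 0.12 to 0.19, ratio 0.913) and for MOBP, at 491.3 CPM (others 1176 to 1317, ratio 0.8292). MOBP reached 2929 in control 4 (others 1555 to 1715, ratio 0.884). Control 2 had MOG at 493.7 (others 619.8 to 634.3, ratio 0.897) and control 3 FDFT1 at 233.0 (others 121.6 to 135.2, ratio 0.878). VaD 1 scored 0.14 for myelin genes (others −0.61 to −0.56, ratio 0.932).

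In OPC-like nuclei of VaD 3, SQLE stood at 174.7 CPM (others 38.1 to 60.9, ratio 0.833), RPL26 at 139.1 (9.31 to 27.1, ratio 0.863), RPL37A at 460.1 (64.0 to 128.2, ratio 0.838) and RPS27A at 198.4 (14.2 to 38.9, ratio 0.866). VaD 1 had NLGN3 at 75.9 (others 46.7 to 49.0, ratio 0.922) and OLIG2 at 225.5 (82.2 to 104.7, ratio 0.843), and VaD 2 had TCF7L2 at 897.9 (255.4 to 310.4, ratio 0.914). Control 2 had C9orf153 at 23.2 (others 12.02 to 13.9, ratio 0.836) and control 4 FYN at 545.0 (others 777.0 to 811.6, ratio 0.87). VaD 4 scored −0.35 for iron handling genes (others 0.16 to 0.17, ratio 0.984).

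In astrocyte-like nuclei of VaD 3, PDK1 stood at 207.6 CPM (others 37.1 to 65.9, ratio 0.831), SLC2A1 at 162.8 (25.8 to 46.5, ratio 0.849), MT2A at 2416 (165.6 to 317.8, ratio 0.932) and MT3 at 729.1 (167.4 to 250.3, ratio 0.852). There too RPL11 stood at 96.0 (others 32.8 to 38.8, ratio 0.904), RPL30 at 77.1 (24.0 to 32.1, ratio 0.848) and CDKN1A at 72.4 (7.27 to 13.6, ratio 0.903), and ribosomal genes scored 1.64 (−0.04 to 0.16, ratio 0.881). Control 2 had IFI44L at 268.1 (others 10.98 to 49.8, ratio 0.849), STAT2 at 143.0 (65.3 to 69.6, ratio 0.945), IFI6 at 121.1 (2.17 to 10.5, ratio 0.93), ISG15 at 47.7 (2.62 to 9.24, ratio 0.853) and BAX at 1.99 (5.19 to 5.43, ratio 0.928). VaD 1 had STAT2 at 63.2 (others 47.0 to 49.0, ratio 0.874). Control 4 had TUBA1A at 146.9 (others 227.7 to 228.3, ratio 0.993), SEZ6L2 at 28.9 (9.05 to 11.9, ratio 0.855) and an MHC class I score of −0.87 (0.16 to 0.36, ratio 0.835).

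In microglia-like nuclei of VaD 3, PLIN2 stood at 155.1 CPM (others 17.5 to 37.6, ratio 0.854), CD68 at 42.2 (17.5 to 18.7, ratio 0.95) and ELMO1 at 2831 (3605 to 3740, ratio 0.851), and ribosomal genes scored 2.28 (0.01 to 0.11, ratio 0.956). Control 2 had GBGT1 at 82.2 (others 16.9 to 26.9, ratio 0.846), control 3 had ANKRD37 at 29.1 (8.98 to 11.7, ratio 0.863) and VaD 4 had TGFBR1 at 509.6 (307.0 to 331.8, ratio 0.878). In neuron-like nuclei VaD 1 had CRYM at 59.4 (others 44.8 to 46.1, ratio 0.914) and GRM3 at 564.2 (244.0 to 269.2, ratio 0.921), and VaD 3 had KIF1A at 141.3 (105.3 to 111.1, ratio 0.839). Control 2 had CCNJL at 85.2 (others 35.1 to 39.6, ratio 0.909) and GRIA1 at 1259 (664.0 to 717.6, ratio 0.91). Over all nuclei HCN2 stood at 83.2 in control 2 (others 49.8 to 53.7, ratio 0.882), GAMT at 32.5 in VaD 1 (14.6 to 14.9, ratio 0.987) and LIMA1 at 81.9 in control 4 (48.1 to 52.6, ratio 0.869). Endothelial-like nuclei took 0.510% of VaD 3 (others 0.0561 to 0.120%, ratio 0.859), and ependymal-like nuclei 0.533% of control 3 (others 0 to 0.0316%, ratio 0.941).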

How the results depend on the processing

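Leaving out the neuron-rich samples, control 4 and VaD 3, and leaving out nuclei above 50000 UMIs were chosen only after the data were seen; the other alternatives were fixed before. Where a value changed below, the cause was not tested, except that settings with fewer samples also lose power. Of values that answer a comparison, 302 kept their direction and side of the threshold, or moved less than the spread, and 49 moved. Of list values 1284 did so, 140 moved without a call, 67 gained a call, 77 lost it and 24 turned; of single named genes 4473 kept theirs, 27 moved and 64 gained a call. Depth limits microglia-like and neuron-like nuclei most, with as few as 81942 and 96488 UMIs in a sample.

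edgeR's count of 0 genes (unadjusted counts stand beside each class) became 19 with DESeq2 in oligodendrocyte-like nuclei, 21 in astrocyte-like, 3 in microglia-like, 24 in neuron-like and 22 over all nuclei. Without the low-count filter it was 89 in OPC-like, 1 in astrocyte-like (LINC02506), 5 in microglia-like (FRRS1, CD83, AC011586.2, AP001977.1 and LINC02397) and 8 in neuron-like nuclei. In astrocyte-like nuclei it was 1 with voom (ZNF98), 2 without the 2 neuron-rich samples (ZNF98 and ZIC1), and 0 to 1 without each sample (ZNF98 without control 4). These names were chosen after their values were seen. The count of class differences in OPC-like nuclei was 0 to 1 without each sample, 1 without VaD 1. The 20 list calls became 0 with an estimated correlation, 0 by fry, 32 without the neuron-rich samples, 12 to 30 without each sample (12 without VaD 3), and 20 to 26 in 8 other settings.

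Without the neuron-rich samples list medians turned to −0.65 for ribosomal, −0.57 for oxidative phosphorylation, −0.72 for metallothionein and −0.75 for MHC class I genes in OPC-like nuclei. In astrocyte-like nuclei they were −0.0654 for metallothioneins, −0.31 for ribosomal genes, −0.0397 for p53 targets, −0.20 for NF-kB and −0.65 for reactive genes, whose median was negative before and whose test alone turned. In microglia-like nuclei they were −0.0504 for lipid-associated, −0.87 for ribosomal and −0.53 for MHC class I genes, and in neuron-like nuclei −0.56 for heat shock genes. In oligodendrocyte-like nuclei they were −0.18 for ribosomal, −0.62 for immediate early, 0.27 for axon contact and −0.57 for MHC class I genes, where again the test alone turned. Of these 17 turned lists 12 passed in the new direction (camera adjusted p = 0.00329 to 0.0351; no estimated correlation was run there). The other 5, at 0.645 to 0.894, were ribosomal genes in oligodendrocyte-like and astrocyte-like nuclei, metallothioneins and p53 targets in the latter, and lipid-associated genes. Without each sample in turn medians ran from −0.43 to 1.09 for ribosomal genes in OPC-like nuclei and from −0.18 to 0.72 in astrocyte-like nuclei (lowest without VaD 3 in both). They ran from −0.52 to 1.15 for immediate early genes in astrocyte-like nuclei (past the threshold without control 1 or VaD 4) and from −0.51 to 0.10 for reactive genes (lower, past the threshold at −0.44, without control 4). Border macrophage genes in microglia-like nuclei ran from −0.44 to 1.24 and oxidative phosphorylation genes in oligodendrocyte-like nuclei from −0.16 to 0.37 (both highest, and past the threshold, without control 3).

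No share or quality measure passed in any setting, but alone none could after adjustment, so this says little of stability. With at least 1000 genes per nucleus the OPC-like difference was 0.552 points. The microglia-like difference was −0.121 with up to 20% mitochondrial UMIs, −0.172 with doublets kept, −0.0516 at Leiden resolution 0.5, −0.0626 as a centred log-ratio and −4.25 as a percent of nuclei other than oligodendrocytes. As centred log-ratios the astrocyte-like and ependymal-like differences were −0.0624 and −0.0466. Without each sample differences ran from −76.4 to 276.3 in median genes, −0.200 to 0.194 in mitochondrial percent and −341.1 to 1130 in nuclei kept. Shares ran from −1.19 to 1.44 points for OPC-like, −0.906 to 2.31 for astrocyte-like, −0.00286 to 0.148 for endothelial-like, −0.0665 to 0.141 for ependymal-like and −3.47e-04 to 0.475 for fibroblast-like nuclei. They ran from −0.915 to 1.29 for microglia-like, −3.34 to 8.76 for neuron-like and −11.1 to 4.204 for oligodendrocyte-like nuclei.

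With the replicate number as a block edgeR called 0 genes in every class and over all nuclei, limma 0 class differences, and camera 24 lists in place of 20. Of the 20 calls the block ended that of astrocyte homeostasis genes (adjusted p = 0.0640) and no other. It added calls for oxidative phosphorylation genes in OPC-like (0.0243), ribosomal genes in microglia-like (0.00276) and metallothioneins in oligodendrocyte-like nuclei (0.0405), besides the 2 given for neuron-like nuclei. By an exact sign-flip test on the pairs no share passed (oligodendrocyte-like −5.29 points), but its smallest possible p is 0.125, so none could. Each sample correlated best with its own number in 8 of 8 samples for neuron-like nuclei (pairs 0.125 to 0.156), but in 4 of 8 for oligodendrocyte-like and OPC-like, 2 for microglia-like and 1 for astrocyte-like nuclei, a hint from the data and not the design.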

Other observations

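Lists that did not pass held further values of interest. In microglia-like nuclei interferon response genes had 2 of 16 members higher (median −0.60, camera adjusted p = 0.0839) and unfolded protein response genes 2 of 13 (median −0.47, 0.256). p53 targets had 10 of 12 higher (median 0.31, 0.142), NF-kB genes 7 of 11 (0.28, 0.229) and cholesterol genes 12 of 16 (0.35, 0.229). In neuron-like nuclei cholesterol genes had 13 of 16 higher (median 0.48, 0.0839), MHC class I genes 1 of 4 (−0.91, 0.151) and immediate early genes 0 of 5 (−0.45, 0.229). In OPC-like nuclei oxidative phosphorylation genes had 21 of 23 higher (median 0.33, 0.0953) and interferon genes 1 of 10 (−0.22, 0.256). In oligodendrocyte-like nuclei unfolded protein response genes had 14 of 18 higher (median 0.24, 0.351) and metallothioneins 6 of 7 (0.50, 0.229). In astrocyte-like nuclei cholesterol genes had 14 of 19 higher (median 0.54, 0.707) and MHC class I genes 2 of 14 (−0.29, 0.229).

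The median and the mean or the test also differed in sign in lists not named above. In oligodendrocyte-like nuclei MHC class I genes (median −0.03) and oxidative phosphorylation genes (median −0.003) had tests leaning higher. Axon contact genes there had a median of −0.05 and a mean of 0.004. In microglia-like nuclei the means were −0.21 for heat shock (median 0.15), −0.08 for phagocytosis (median 0.12) and −0.09 for oxidative phosphorylation genes (median 0.03). In astrocyte-like nuclei the NF-kB list had a mean of −0.16 (median 0.04), and in OPC-like nuclei precursor identity had a mean of −0.02 (median 0.10).

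Nuclei above 50000 UMIs numbered 5, 0, 6 and 4 in controls 1 to 4 and 39, 32, 82 and 1 in VaD 1 to 4. Cluster 15, left unnamed, held 377 nuclei, 220 of them from VaD 2.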
